# Thyroid Hormone Receptor α Controls the Hind Limb Metamorphosis by Regulating Cell Proliferation and Wnt Signaling Pathways in *Xenopus* *tropicalis*

**DOI:** 10.3390/ijms23031223

**Published:** 2022-01-22

**Authors:** Yuta Tanizaki, Yuki Shibata, Hongen Zhang, Yun-Bo Shi

**Keywords:** thyroid hormone, *Xenopus tropicalis*, metamorphosis, RNA-sequencing, ChIP-sequencing, hind limb formation

## Abstract

Thyroid hormone (T3) receptors (TRs) mediate T3 effects on vertebrate development. We have studied *Xenopus tropicalis* metamorphosis as a model for postembryonic human development and demonstrated that TRα knockout induces precocious hind limb development. To reveal the molecular pathways regulated by TRα during limb development, we performed chromatin immunoprecipitation- and RNA-sequencing on the hind limb of premetamorphic wild type and TRα knockout tadpoles, and identified over 700 TR-bound genes upregulated by T3 treatment in wild type but not TRα knockout tadpoles. Interestingly, most of these genes were expressed at higher levels in the hind limb of premetamorphic TRα knockout tadpoles than stage-matched wild-type tadpoles, suggesting their derepression upon TRα knockout. Bioinformatic analyses revealed that these genes were highly enriched with cell cycle and Wingless/Integrated (Wnt) signaling-related genes. Furthermore, cell cycle and Wnt signaling pathways were also highly enriched among genes bound by TR in wild type but not TRα knockout hind limb. These findings suggest that direct binding of TRα to target genes related to cell cycle and Wnt pathways is important for limb development: first preventing precocious hind limb formation by repressing these pathways as unliganded TR before metamorphosis and later promoting hind limb development during metamorphosis by mediating T3 activation of these pathways.

## 1. Introduction

Thyroid hormone (T3) is essential for organ metabolism and animal development in all vertebrates, especially during postembryonic development, a period around birth in mammals when plasma T3 level reaches the peak [1,2,3,4]. During this period, many organs, including the intestine and brain, are drastically remodeled to the adult form with distinct morphology compared to the fetal organs [5]. Thus, low T3 availability in humans causes cretinism characterized by profound mental retardation, short stature, and impaired development of the neuromotor and auditory systems [6].

T3 receptors (TRs) are members of the nuclear hormone receptor superfamily. TR and 9-cis retinoic acid receptors (RXRs) form complexes and bind to T3 response elements (TREs). In the absence of T3, these complexes recruit corepressors such as nuclear receptor corepressor (N-CoR) and silencing mediator of retinoid and thyroid hormone receptor (SMRT) and reduce histone acetylation. While, in the presence of T3, TR–RXR complexes recruit coactivators such as P300 and steroid receptor coactivators (SRCs) [1,2,4,7,8,9,10,11,12,13,14,15,16] and activate target gene expression, likely in part via histone acetylation. In mammals, the two TR genes have several alternative mRNA splicing products, including TRβ1, TRβ2, and TRα1 that can bind to T3, as well as TRα2, which is incapable of binding to T3 [17], with distinct tissue distributions. TRβ1 is expressed mainly in the inner ear, retina, and liver, while TRβ2 is predominantly expressed in the hypothalamus and pituitary [18,19]. TRα1 is predominantly expressed in the intestine, bone, muscle, heart, and the central nervous system, and its expression is activated earlier than T3 synthesis during vertebrate development [20,21]. However, the roles of TRs during postembryonic development in vertebrates are largely unknown. The main reason is the difficulty of studying mammalian embryos and neonates that depend on maternal supply for survival.

We studied T3 functions during *Xenopus* metamorphosis as a model for human postembryonic development. The changes during this process, including intestinal and brain remodeling, are regulated by T3 and resemble those occurring during mammalian postembryonic development [3,4,22]. Unlike any mammalian models, *Xenopus* develops in a biphasic process (embryogenesis and subsequent metamorphosis), making it easy to manipulate without maternal influence. By using knockout technology, several research groups, including ours, have generated TRα, TRβ, and TRα and TRβ double knockout *Xenopus tropicalis* animals to analyze the function of TR during metamorphosis [22,23,24,25,26]. These studies have demonstrated various TR subtype- and organ-dependent effects of TR knockout [27]. In particular, hind limb formation appears to occur regardless of TR knockout but with distinct developmental timing and rates. The expression of TRα in the hind limb peaks around stage 52 when the hind limb begins to form, and there is little plasma T3 [28,29]. Knocking out TRα, but not TRβ, induces precocious hind limb development, indicating that TRα plays a critical role in regulating the timing and rate of limb development [22,23,24,25,26].

To understand the molecular pathways regulated by TR, particularly TRα, during limb development, it is critical to identify TR target genes and reveal their expression changes during metamorphosis. Therefore, we carried out global RNA-seq and ChIP-seq analyses on wild type and TRα knockout hind limb and uncovered TRα-regulated biological pathways controlling limb development in *Xenopus tropicalis*. Here, we report the identification of over 700 TR-bound genes upregulated by T3 treatment in wild type but not TRα knockout tadpoles in the hind limb and evidence for the involvement of cell cycle and Wnt pathways during hind limb formation in response to T3. As Wnt signaling is also a well-known key pathway for limb organogenesis in mammals, including humans [30], our findings suggest that T3 regulates the timing of hind limb formation by regulating conserved pathways during limb development.

## 2. Results

### 2.1. Direct Target Genes of T3 in Wild Type Hind Limb at the Onset of the Metamorphosis

It has been reported that hind limb development can occur even in the absence of any of the two TR genes [22], although hind limb developmental timing and rates are altered in the absence of TRα or both TR genes [23,25,31]. 

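Chromatin was isolated from stage 54 hind limb of wild-type and TRα (-/-) tadpoles, kept without T3 or treated with 10 nM T3 for 18 h, and was immunoprecipitated with an antibody against TR. ChIP-seq sequences the DNA that comes down with the antibody, and a peak is a stretch where more fragments pile up than the surroundings predict. The 4 conditions were each sequenced as 3 libraries, which the paper describes as technical replicates of one sample, so the spread between them is technical and does not cover the variation between groups of tadpoles. The authors aligned the reads to the Xenbase v9.1 genome, removed redundant reads and called peaks with MACS2 on each library separately, without a control library and at a q value cutoff of 0.05. The 12 peak lists they deposited are analyzed here, and they place peaks on 10 chromosomes. The step that follows in the paper, mapping peaks to genes, is not contained in the lists. Peaks of the 12 libraries that shared at least 1 bp were therefore merged into regions, and regions stand in for genes in all counts here. A region was counted as bound in a condition when at least 2 of its 3 libraries had a peak in it.
Depth differed between the conditions. For wild type without T3, the libraries held 3080104, 4188012 and 6119057 fragments after filtering (replicates 1, 2 and 3). For wild type with T3, they held 1055706, 1825401 and 2307377 fragments. For TRα (-/-) without T3, they held 1597734, 834029 and 3000220 fragments, and for TRα (-/-) with T3 940383, 1832197 and 2851627. The mean depth of wild type was thus 2.46 times that of TRα (-/-) without T3 and 0.923 times that of TRα (-/-) with T3. The number of peaks per library ranged from 4645, in TRα (-/-) without T3 replicate 2, to 42421, in wild type with T3 replicate 1. The fragments required at a peak summit also differed. The lowest summit pileup, as the authors' peak caller gave it, was 2 fragments in replicate 1 of both T3-treated conditions and 5 fragments in the deepest library. Peaks of 2 or 3 fragments made up 72.7% of the list of wild type with T3 replicate 1 and 73.4% of the list of TRα (-/-) with T3 replicate 1. Merging gave 189159 regions, of which 155276 (82.1%) had a peak in 1 library and 1668 had a peak in all 12.

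**Figure D1:**
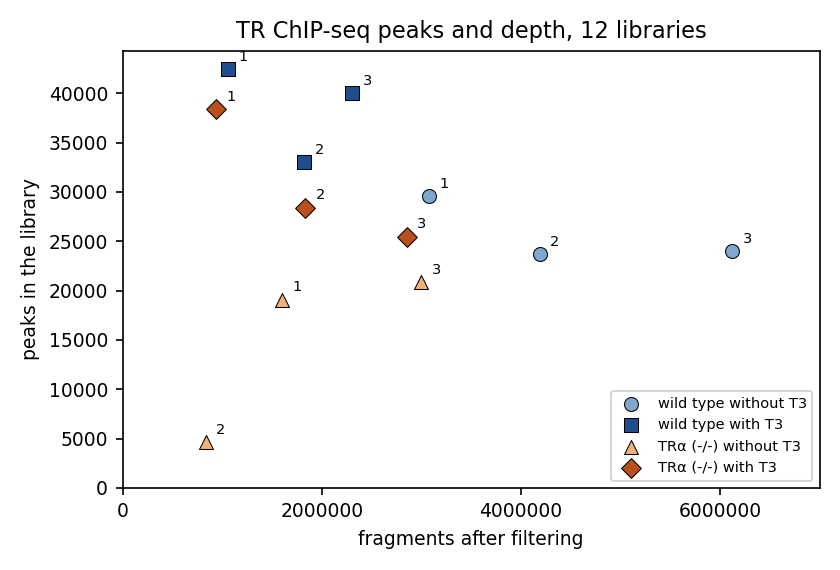
Number of peaks in each of the 12 libraries (y axis) against its fragments after filtering (x axis). Each point is 1 library, numbered by replicate, and symbols give the condition. The library with the most peaks (42421) is among the shallower ones, and the deepest library has 23982 peaks.

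Across the 12 libraries, peaks per library had a Pearson correlation of -0.123 with depth (permutation test, p = 0.689, adjusted 0.689) and a Spearman correlation of -0.133 (permutation test, p = 0.681, adjusted 0.681). Without the 2 libraries farthest from the median depth, Pearson's r was 0.0168, and among the 8 libraries of replicates 1 and 2 it was -0.0299. The number of regions that a library shared with at least 1 other library was higher in deeper libraries, with a Pearson correlation of 0.647 (permutation test, p = 0.0364, adjusted 0.0546) and a Spearman correlation of 0.839 (permutation test, p = 0.00098, adjusted 0.00294). Pearson's r was 0.660 without the 2 farthest libraries and 0.642 among the libraries of replicates 1 and 2, and it was positive within each of the 4 conditions. The adjustment (Benjamini-Hochberg) covers 3 relations, and the 3 libraries of a condition are not independent samples.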

To reveal how limb development is regulated by TR, particularly TRα, we carried out ChIP-seq to identify direct target genes of T3 in the hind limb at stage 54, the onset of natural metamorphosis (Figure S1, Tables S1 and S2). 

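In wild-type hind limb, 15853 regions were bound by TR without T3 treatment and 13521 with T3 treatment. The 2 sets together held 19289 regions, of which 10085 (52.3%) were bound in both, 5768 only without T3 and 3436 only with T3. When peaks were moved along their chromosomes by a random distance (circular shift, 20 shifts), chance overlap between the 3 libraries accounted for 8.34% as many regions as observed without T3 and 17.7% as many with T3. The choice of how many libraries must show a peak changed the direction of the difference. With 1 library sufficient, 49356 regions were bound without T3 and 93704 with T3, whereas with all 3 libraries required the numbers were 9495 and 6177. Leaving out any single library without T3, with 2 still required, gave 10863 to 12133 regions without T3 against 13521 with T3. That step can only lower the number without T3, so the reversal is no test of the direction. With replicate 2 left out under both treatments, the order was kept, with 11847 regions without T3 and 8500 with T3. With peaks at a q value below 0.001 it was also kept, with 11831 and 7762 regions.
The libraries with T3 had more peaks, 38480 ± 4907 (SD, n = 3 technical replicate libraries), than those without T3, 25744 ± 3328 (SD, n = 3). The ranges did not overlap, and the difference of 12736 peaks had p = 0.1 (exact two-sided permutation test, the smallest p that 3 libraries against 3 allow). With the replicate number as a block, the paired differences lay between 9316 and 16053 peaks, and the exact sign-flip test gave p = 0.25, the smallest that 3 pairs allow. Same-numbered libraries of different conditions deviated together from their condition means, with a mean correlation of 0.637 in peak number. The direction changed with the q value required. With only peaks at a q value below 0.001, wild-type libraries had 13412 ± 4022 peaks with T3 and 15430 ± 1856 without T3 (exact permutation test, p = 0.4, n = 3 each).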

As a result, we identified 3425 and 2495 genes for wild-type hind limb from tadpoles without and with T3 treatment, respectively, or a total of 3714 TR-bound genes (Figure 1A, Table S3). When Gene Ontology (GO) analysis was performed on these 3714 TR-bound genes, we observed that the GO terms related to the development and cellular processes such as cell cycle were among the most significantly enriched GO terms (Figure 1B, Supplemental Table S4). Similarly, pathway analysis also identified that pathways related to the development and cellar processes such as Wnt and Hedgehog signaling were among the most significantly enriched pathways (Figure 1C and Supplemental Table S5). These findings are consistent with an important role of TR in regulating limb development, particularly rapid growth via cell proliferation around stage 54, the onset of metamorphosis.

### 2.2. Direct Target Genes of TRα in Hind Limb at the Onset of the Metamorphosis

Given that knockout of TRα but not TRβ has a significant effect on limb development, we were interested in identifying TRα-regulated genes in the hind limb at the onset of metamorphosis. Using ChIP-seq, we identified 1130 and 2339 genes that remained bound by TR, presumable TRβ encoded by the remaining TRβ gene, in the TRα knockout hind limb in the absence or presence of T3, respectively (Figure 2 and Supplemental Tables S6–S8). 

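In TRα (-/-) hind limb, 7485 regions were bound by TR without T3 treatment and 12353 with T3 treatment, 1.65 times as many. Mean depth was similar in these 2 conditions, 1810661 and 1874736 fragments per library. With 1 library sufficient the numbers were 33517 and 72495, and with all 3 libraries required they were 2379 and 5785, so that the number with T3 was higher under each rule. The ratio depended on which libraries were used, but leaving out a library with 2 still required can only lower the count of its own condition. With only replicate 2 without T3 left out, the number without T3 was 6760 and the ratio was 1.83. With only replicate 1 or 3 without T3 left out, the ratio was 4.17 or 4.90. With only replicate 1, 2 or 3 with T3 left out, it was 1.235, 1.02 or 0.945, so the direction reversed in the last case. With replicate 2 left out under both treatments, the number with T3 was 7609 and the ratio was 1.13. With every library reduced to the same number of peaks, the ratio was 1.11. Chance overlap from shifted peaks amounted to 5.07% of the observed number without T3 and 14.2% with T3.
The libraries without T3 had 14853 ± 8883 peaks (SD, n = 3 technical replicate libraries) and those with T3 had 30742 ± 6768. The lowest library with T3 (25461 peaks) was above the highest without T3 (20827 peaks), with p = 0.1 (exact two-sided permutation test) for the difference of 15888 peaks. Paired by replicate number, the differences lay between 4634 and 23748 peaks (exact sign-flip test, p = 0.25). Replicate 2 without T3 was the library with the fewest peaks and fragments of the 12. At a q value below 0.001 the difference was 4308 peaks (exact permutation test, p = 0.5). The effect of T3 on peak number did not differ detectably between the genotypes. The T3 effect in wild type minus that in TRα (-/-) was -3152 peaks (exact two-sided permutation of genotype within treatment, p = 0.755).

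**Figure D2:**
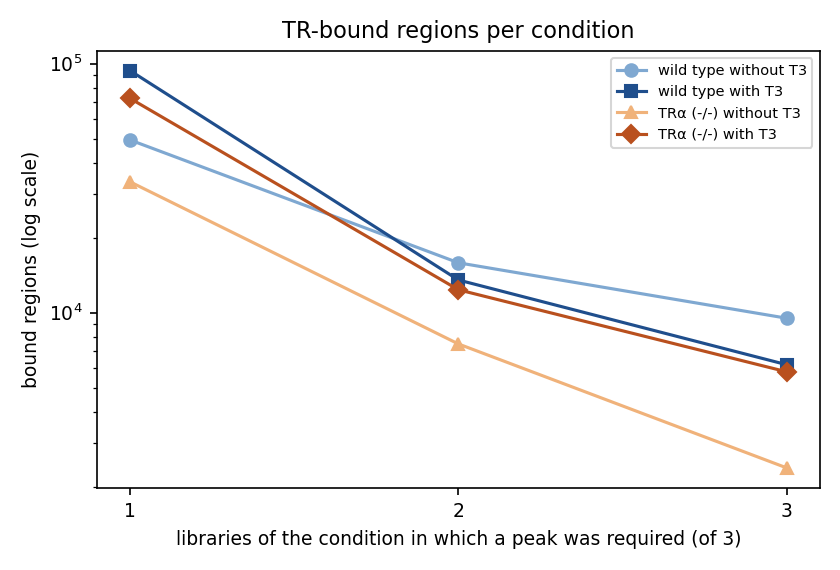
TR-bound regions per condition (y axis, log scale) when a peak was required in at least 1, at least 2 or all 3 libraries of the condition (x axis). Each line is 1 condition. Wild type with T3 lies above wild type without T3 at 1 library (93704 against 49356 regions) and below it at 3 (6177 against 9495), while TRα (-/-) with T3 lies above TRα (-/-) without T3 throughout.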

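The TRα (-/-) sets without and with T3 treatment together held 13966 regions. Of these, 5872 (42.0%) were bound under both treatments, 1613 only without T3 and 6481 only with T3. The regions bound under both treatments were 78.5% of those bound without T3 in TRα (-/-) hind limb, and in wild-type hind limb the corresponding share was 63.6%. Leaving out TRα (-/-) with T3 replicate 2 or 3, which can only lower the TRα (-/-) share, reversed this order, with 59.9% or 57.1%. Leaving out single wild-type libraries moved the wild-type share between 41.0 and 74.9%. With the same number of peaks in every library the shares were 69.7% in TRα (-/-) and 68.0% in wild type. In that setting each library was reduced to its 4645 peaks with the best q values, the number in the smallest list, and 2302 of 4671 TRα (-/-) regions (49.3%) and 2893 of 4894 wild-type regions (59.1%) were bound under both treatments. The share in TRα (-/-) was 15.0% when a peak in 1 library sufficed and 30.6% when all 3 libraries were required.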

In total, there were 2499 genes bound by TR in the TRα (-/-) hind limb, and most of these genes were common between TRα (-/-) hind limb with and without T3 treatment (Figure 2A), suggesting that most genes were bound by TR constitutively in both wild type and TRα (-/-) hind limb. Comparing TR-bound genes in the wild type and TRα (-/-) hind limb revealed 1407 genes bound by TR only in wild type, i.e., representing 37.9% (1407/3714) of all TR-bound genes in wild-type hind limb (Figure 2B), suggesting that TRα plays a critical role in binding TR target genes in the limb at the onset of metamorphosis. 

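Of the 19289 regions bound in wild-type hind limb under either treatment, 8108 were not bound in TRα (-/-) hind limb under either treatment, a share of 42.0% (95% Wilson confidence interval 41.3 to 42.7%, which covers counting error only). The remaining 11181 regions (58.0%) were bound in both genotypes, and 2785 regions were bound in TRα (-/-) hind limb only, 19.9% of its regions. With each library left out in turn and 2 libraries of its condition still required, the wild-type-only share lay between 36.8 and 54.3%. It was 48.7% with all 3 libraries required, 78.6% with 1 library sufficient, and 41.0% with peaks at a q value below 0.01. With the same number of peaks in every library it was 28.6%, and the share of TRα (-/-) regions not bound in wild type was then 25.2%. This setting draws the totals of the genotypes together (4894 and 4671 regions), so the nearness of these shares is largely built in.
Wild-type-only regions ranked lower within the wild-type lists than regions bound in both genotypes. In wild type without T3 replicate 1, for example, the median q value percentile (100 is the strongest peak of the list) was 56.4 for wild-type-only regions and 81.4 for shared regions, and the order was the same in all 6 wild-type libraries. From the genes that lost detectable TR binding in the knockout (Figure 2B), the paper proposes that TRα is critical for binding to TR target genes in the limb at the onset of metamorphosis.

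**Figure D3:**
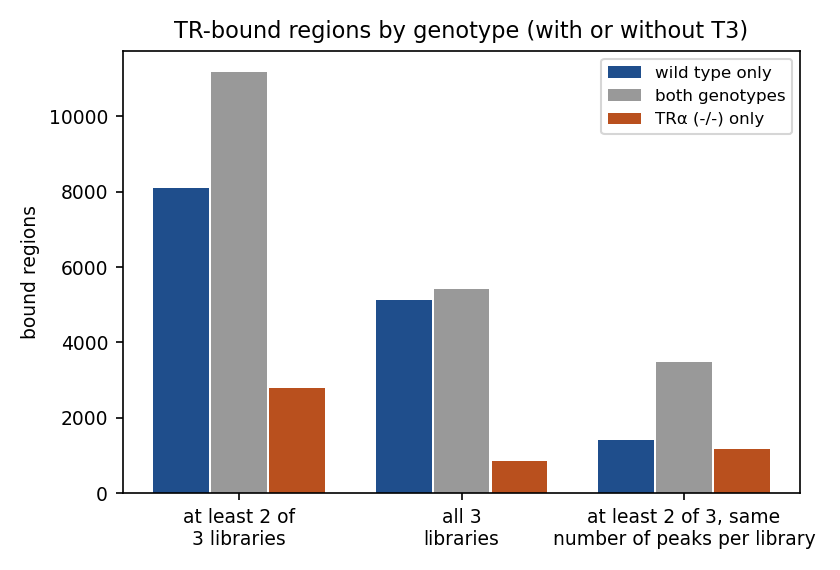
TR-bound regions found in wild type only, in both genotypes or in TRα (-/-) only (y axis), with or without T3, under 3 rules (x axis). Bars are counts without replicate error. Wild-type-only regions exceed TRα (-/-)-only regions by 8108 to 2785 with a peak in at least 2 of 3 libraries, and by 1401 to 1178 with the same number of peaks per library. That last setting draws the totals of the genotypes together, which narrows this difference by construction.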

To determine the biological processes and signaling pathways most likely affected by TRα knockout, we carried out GO and pathway analyses on the 1407 genes bound by TR only in the wild-type hind limb. We found that GO terms related to developmental processes and cell cycle were among the most significantly enriched (Figure 2C and Supplemental Table S9). Pathway analysis also revealed the enrichment of developmental processes and cell cycle networks, including Wnt signal pathway, similar to the findings based on all TR-bound genes in wild-type hind limb (Figure 2D and Supplemental Table S10), suggesting that TRα is important for regulating the developmental processes and pathways by T3 to control cell proliferation and limb growth.

### 2.3. Gene Regulation by T3 in Wild Type and TRα (-/-) Hind limb

To determine the effect of TRα knockout at the gene expression level, we carried out RNA-seq analysis (Supplemental Figure S2) and compared the expression of all TR-bound genes as before [32]. The heatmaps of T3-induced gene expression changes revealed that much higher fractions of the TR-bound genes were upregulated or downregulated by T3 for the wild type-specific or common TR-bound genes than for TRα (-/-)-specific TR-bound genes (Figure 3), similar to the observations in the intestine [33]. In addition, among the genes regulated by T3, TRα knockout reduced T3-regulation, i.e., lower folds of upregulation or downregulation (Figure 3).

### 2.4. TRα Knockout Leads to Derepression of T3 Response Genes and Precocious Activation of Hind Limb Development Program

To determine the molecular mechanisms underlying the precocious hind limb formation observed in TRα (-/-) tadpoles, we compared the global gene expression profiles between wild type and TRα (-/-) hind limb at stage 54 without any T3 treatment. We found that 1938 genes had higher expression in TRα (-/-) hind limb compared with wild-type hind limb (Figure 4A and Supplemental Table S11). GO analysis of these 1938 upregulated, or derepressed genes revealed significant enrichment of genes in GO terms related to cell cycle and developmental processes (Figure 4B and Supplemental Table S12). Similarly, pathway analysis showed significant enrichment of genes in biological pathways associated with cell cycle and development (Figure 4C, Table S13). These findings suggest that unliganded TRα functions to repress GO terms or pathways associated with cell proliferation and development in the hind limb of premetamorphic tadpole to prevent precocious development before stage 54.

We next compared the expression of the genes in the hindlimb of wild type tadpoles with or without T3 treatment and found that a total of 3552 genes were upregulated and 3733 downregulated by at least two folds or more after 18 hr T3 treatment in the hindlimb of wild type tadpoles (Figure 5A and Supplemental Table S14). Similar analysis for the TRα (-/-) tadpoles showed that only 1090 upregulated genes and 1400 downregulated genes in hindlimb after T3 treatment (Figure 5A and Supplemental Table S15), indicating that TRα knockout had a broad effect on not only T3 upregulated genes but also downregulated ones.

When we compared the T3-regulated genes in the wild-type hind limb to those in the TRα knockout hind limb, we identified 2638 and 2782 genes that were up and downregulated, respectively, in the wild type but not TRα knockout hind limb (Figure 5B and Supplemental Table S16). GO analysis of the 2638 genes upregulated by T3 only in wild type, but not TRα knockout hind limb, demonstrated the enrichment of GO terms involved in cell proliferation and development (Figure 5C and Supplemental Table S17). Likewise, pathway analysis also showed the enrichment of cell cycle-related canonical pathways (Figure 5D and Table S18). As TRα knockout slows down the limb development during metamorphosis when T3 is present (stages 54–58), these findings suggest an important role of TRα in mediating T3 signal to activate cell cycle genes to promote cell cycle progression in hind limb development during metamorphosis between stage 54 and stage 58, when limb development is essentially complete.

### 2.5. TRα Knockout Reduces the Number of TR-Bound Genes Regulated by T3 in the Hind Limb

We next compared the TR-bound genes with genes upregulated in the wild-type hind limb after T3 treatment. We found that 899 genes were both upregulated by T3 and bound by TR, representing 24% of TR-bound genes and 25% of T3 upregulated genes (Figure 6A). In addition, another 692 genes were both downregulated by T3 and bound by TR, representing 19% of TR-bound genes and 19% of T3 downregulated genes (Figure 6B). Thus, overall, about 43% of TR-bound genes were either up- or downregulated by T3. Considering that not all T3 regulated genes are direct T3 response genes and that not all TR-bound genes are regulated by T3 at a single time point of T3 treatment, the 43% overlap is very significant, suggesting that most if not all, TR-bound genes are direct T3 response genes in the wild-type hind limb. On the other hand, for the TRα (-/-) hind limb, only 182 genes were both upregulated by T3 and bound by TR, representing only 7% of TR-bound genes and 17% of T3 upregulated genes (Figure 6C). Additionally, 162 genes were both downregulated by T3 and bound by TR in TRα (-/-) hind limb, representing 6% of TR-bound genes and 12% of T3 downregulated genes (Figure 6D). In total, only 14% of TR-bound genes were either up- or downregulated by T3 in TRα (-/-) hind limb. Thus, in TRα (-/-) hind limb, the fraction of TR-bound genes (presumed to be bound by TRβ) regulated by T3 was much lower than that in the wild-type hind limb.

When we compared the 1407 genes bound by TR only wild type, or 2307 genes bound by TR in both wild type and TRα (-/-) hind limb, with the 899 genes bound by TR and upregulated by T3 in the wild-type hind limb, we found that about 24% of the TR-bound genes, in either case, were upregulated by T3 (Figure 6E,F). This number is much higher than the 7% of genes bound by TR only in TRα (-/-) hind limb that were upregulated by T3 treatment of TRα knockout tadpoles. These findings suggest that TRα plays an important role in gene regulation by T3 during limb metamorphosis.

### 2.6. Coordinate TR-Binding and T3-Regulation of Genes in Cell Cycle and Wnt/β-Catenin Signaling Pathways by TRα during Hind Limb Development

The above analyses revealed that TRα knockout affected many signaling pathways. Most significantly among them were cell cycle and Wnt/β-catenin signaling pathways, whose genes were highly enriched among those derepressed (Figure 4) or lost binding by TR (Figure 2) or regulation by T3 (Figure 5) in TRα knockout hind limb at premetamorphic stage 54. These findings suggest that the changes in these pathways caused by TRα knockout may underlie the developmental effects of TRα knockout on hind limb development. To investigate how the genes in these pathways are affected by TRα knockout, we examined TR-binding and T3-regulation of individual genes in these pathways. We found that for both the cell cycle pathway (Figure 7) and the Wnt/β-catenin signaling process (Figure 8), many genes were coordinately bound by TR and upregulated by T3 in a TRα-dependent manner. For example, most of the genes which were bound by TR in cell cycle pathway were either bound by TR only in wild type hind limb, e.g., cyclin B, or both in wild type hind limb and TRα (-/-) hind limb, e.g., cyclin D and CKD4, but their expression was upregulated by T3 only in wild type hind limb (Figure 7). Likewise, many genes in the Wnt/β-catenin pathway were either bound by TR only in wild type hind limb, e.g., Casein kinase II, or both in wild type hind limb and TRα (-/-) hind limb, e.g., FOXM1 and GSK3 beta, while their expression was upregulated by T3 only in wild type hind limb (Figure 8). Interestingly, no gene in the cell cycle pathway (Figure 7) and only a single gene in the Wnt/β-catenin pathway (Figure 8) were bound by TR and downregulated by T3 during the 18 h treatment in wild type hind limb. Thus, TRα seems critical for direct binding and coordinated upregulation of T3 response genes to activate these pathways to promote cell proliferation and limb growth during metamorphosis.

## 3. Discussion

Because of its total dependence on T3 and easy manipulability without maternal influence, *Xenopus* metamorphosis has long served as a model to study postembryonic organ development, including tissue remodeling [4,34]. For T3-inducible genes such as TRβ, TR/RXR heterodimers function as repressors in the absence of T3 and as activators in the presence of T3. This property enables TR to play a dual role during *Xenopus* development [2,9,10,11,35,36,37,38,39]. Interestingly, recent TR knockout studies have revealed that TRα or TRβ is not essential for *Xenopus* metamorphosis, including de novo limb formation. On the other hand, knocking out TRα affects the timing and rate of hind limb development. TRα knockout enables limb to develop earlier in premetamorphic tadpoles, suggesting that TRα inhibits hind limb formation by repressing T3-responsible gene expression as unliganded TR during premetamorphosis [23]. On the other hand, TRα knockout also delays hind limb formation once T3 becomes available after stage 54 during metamorphosis [40]. Our global analyses of TR binding and gene expression here have revealed the likely molecular basis underlying the effect of TRα on hind limb development during *Xenopus tropicalis* development.

### 3.1. TRα Is Critical for Both the Binding of Many Target Genes by TR and Ensuring Sufficient Levels of TR Binding at Target Genes for Their Regulation by T3 during Limb Development

The first step in gene regulation by TR is the binding of TR to target genes in chromatin. TRα is highly expressed in the hind limb by stage 54, the onset of metamorphosis, while TRβ expression in the hind limb is very low but can be activated as a direct TR target gene upon T3 treatment of premetamorphic tadpoles. Our ChIP-seq analysis showed that TRα knockout drastically reduced that number of detectable TR-bound genes, from 3714 in wild type tadpoles to 2499 in the TRα knockout tadpoles, in the hind limb of tadpoles at stage 54, indicating that TRα is important to recognize the TR target genes and consistent with the expression profiles of TRα and TRβ during limb development. 

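With a peak required in at least 2 of 3 libraries, the difference between the genotypes in bound regions was larger without T3 than with T3. Depth differed in the same way. The mean depth of wild type was 2.46 times that of TRα (-/-) without T3 and 0.923 times with T3, so the part of depth is not separated. Without T3 treatment, wild-type hind limb had 2.12 times as many bound regions as TRα (-/-) hind limb, and 58.9% of the wild-type regions were not bound in TRα (-/-). With T3 treatment, the ratio was 1.09. There, 37.9% of the wild-type regions were not bound in TRα (-/-) and 32.0% of the TRα (-/-) regions were not bound in wild type. Taken over both treatments, the ratio was 1.38. With the same number of peaks in every library, the ratio fell to 1.29 without T3 and to 0.963 with T3, where the order of the genotypes was reversed, and it was 1.05 over both treatments. This setting draws the counts of all conditions towards each other and does not correct for depth. With any single wild-type library with T3 left out, TRα (-/-) had more bound regions with T3 (ratios 0.786, 0.688 and 0.621). With a TRα (-/-) library with T3 left out, the ratio was 1.46, 1.78 or 1.91. Leaving out a library with 2 still required can only lower the count of its own condition, so these ratios do not test the order. With replicate 2 left out in both genotypes, the ratio was 1.12 with T3 and 1.75 without T3. Without T3, leaving out single libraries gave ratios from 1.45 to 6.29. With all 3 libraries required, the ratios were 3.99 without T3 and 1.07 with T3, and at a q value below 0.001 they were 2.41 and 1.005. With 1 library sufficient, the ratios were 1.47 without T3 and 1.29 with T3. The shares of wild-type regions not bound in TRα (-/-) then had the opposite order, 70.9% without T3 and 79.6% with T3.
In peaks per library, wild type exceeded TRα (-/-) by 10891 without T3 (exact two-sided permutation test, p = 0.1, 3 libraries against 3) and by 7738 with T3 (p = 0.2 in the same exact test). The ranges did not overlap without T3, from 23668 to 29582 peaks in wild type and from 4645 to 20827 in TRα (-/-), but overlapped with T3, from 32984 to 42421 and from 25461 to 38371. Wild type was higher in each same-numbered pair, by 3155 to 19023 peaks without T3 and by 4050 to 14574 with T3 (exact sign-flip test with the replicate number as a block, p = 0.25 in each case). The base-pair overlap of peak sets (Jaccard index) averaged 0.222 between libraries of one condition and 0.199 between the genotypes under the same treatment (exact permutation of genotype within treatment, p = 0.04). Without T3 the means were 0.263 within and 0.216 between (exact permutation test, p = 0.1, the smallest possible), but the 2 genotypes differed. Wild-type libraries without T3 averaged 0.358 with each other, and TRα (-/-) libraries without T3 averaged 0.169, below the mean between the genotypes. With T3 no difference was detectable (0.181 within and 0.183 between, p = 1 in the same exact test). These comparisons ignore the replicate number, although same-numbered pairs occur only between conditions. With T3, same-numbered pairs of the 2 genotypes averaged 0.191 and the other pairs 0.178, so that the order within and between was reversed without same-numbered pairs. With those pairs left out and genotype exchanged within each replicate number as a block, the exact permutation test gave p = 0.25 under each treatment and p = 0.0625 over both, the smallest this design allows in each case. With only peaks at a q value below 0.01, the genotype test over both treatments gave p = 0.06 (exact permutation).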

While our ChIP-seq analysis does not allow quantitative comparison of the levels of TR binding at individual target genes between the wild type and knockout animals, it is likely that the levels of TR binding at the 2499 genes bound by TRβ, the only TR expressed in the TRα knockout tadpoles, were also lower at individual genes in TRα knockout hind limb compared with those in wild type hind limb, as also suggested by the qPCR analysis of independent ChIP studies (Supplemental Figure S1). This is because the total level of TR in the hind limb would be lower in the knockout tadpoles compared to wild-type tadpoles. Thus, TRα can affect TR target genes at both the number of genes bound by TR and the amount of TR bound to individual genes.

Consistent with the ability of TR to function as a repressor of T3-inducible genes in the absence of T3, we found that many genes were upregulated or derepressed by TRα knockout in the premetamorphic hind limb at stage 54 when there is little T3. Furthermore, T3 regulation of TR-bound genes in the hind limb was drastically reduced in TRα knockout tadpoles, in terms of both the fraction of genes regulated by T3 and the magnitudes of regulation for individual genes (Figure 3). This was true for all three groups of TR-bound genes: those bound by TR only in wild-type tadpoles, only in TRα knockout tadpoles, or in both wild type and TRα knockout tadpoles. Interestingly, for genes bound by TR only in the wild-type animals, there was still a small fraction of genes regulated by T3 in TRα knockout tadpoles, although at reduced magnitudes. This suggests that this small fraction of genes was still bound by TRβ in TRα knockout tadpoles, although at levels of binding not detectable by ChIP-seq but sufficient for some regulation by T3. On the other hand, for genes bound by TR in both wild type and TRα knockout tadpoles, a much smaller fraction of them were regulated by T3 at reduced magnitudes in TRα knockout tadpoles. This was likely due to lower levels of TR binding to these genes in TRα knockout tadpoles since only TRβ remained in TRα knockout tadpoles. The same appeared to be true for genes bound by TR only in TRα knockout tadpoles. Thus, TRα affects gene regulation at three levels, repressing them in premetamorphic tadpoles, enabling more genes to be regulated by T3 by increasing the number of genes bound by TR in part through increasing overall levels of TRs in the hind limb, and enhancing gene regulation by T3 through increased TR binding at individual genes.

### 3.2. TRα Regulates Pathways Such as Cell Cycle and Wnt/β-Catenin Signaling to Control the Timing and Rate of Limb Development

A significant change at the early stages of limb development is rapid cell proliferation. Thus, one would expect that cell cycle pathways are essential for limb development. In addition, early studies in different animal models have shown that Hedgehog and Wnt/β-catenin signaling pathways are required for limb development [41,42]. Interestingly, our global analyses revealed that these pathways are controlled by TRα to function at different stages of limb development. First, knocking out TRα derepressed or upregulated by T3-response genes in premetamorphic limb when little T3 is present. These genes were highly enriched with genes in the pathways and GO terms related to cell proliferation, cell cycle, and Hedgehog and Wnt/β-catenin signaling. Interestingly, such pathways and GO terms were also enriched among genes whose TR-binding became undetectable by ChIP-seq in the TRα knockout hind limb, supporting a derepression mechanism by TRα knockout in premetamorphic hind limb. Since TRα knockout causes precocious limb development, our findings suggest that TRα functions to repress these pathways in premetamorphic wild-type hind limb, when there is little T3, to prevent premature limb development.

Second, the pathways and GO terms related to cell proliferation, cell cycle, and Hedgehog and Wnt/β-catenin signaling were not only enriched among genes that lost TR-binding in TRα knockout hind limb but also among genes whose regulation by T3 was abolished in TRα knockout hind limb, providing a direct link between target gene binding and regulation by TRα. Furthermore, T3 is critical for limb development after metamorphosis begins at stage 54. Thus, once metamorphosis begins, TRα appears to control these pathways by increasing the number of genes bound by TR in these pathways and enhancing their regulation by T3. This, in turn, enhances the rate of limb development.

In summary, our study is the first report to identify molecular processes regulated by TRα during hind limb development. By analyzing the expression of T3-responsive genes via RNA-seq and direct TR binding to target genes via ChIP-seq, we have provided a comprehensive set of data on global gene regulation by TR, particularly TRα, and revealed the molecular processes involved in hind limb development. Of importance is the finding that TRα plays a central role in regulating the same groups of biological pathways, particularly those related to cell proliferation, cell cycle, and Hedgehog and Wnt/β-catenin signaling, to prevent precocious limb development in premetamorphic tadpoles, and to promote limb development when T3 levels rise after the onset of metamorphosis at stage 54. Given the conservations in vertebrate development, including a critical role of T3 during postembryonic development in all vertebrates [1,2,3,4] and a key involvement of Wnt signaling in the limb organogenesis in mammals [30], our findings here suggest that further studies on anuran limb metamorphosis will not only enhance our understanding of the molecular mechanisms of limb development but also help reveal potential genes and pathways as possible targets for regenerative medicine, particularly to improve tissue repair and regeneration.

## 4. Materials and Methods

### 4.1. Animals

All *Xenopus tropicalis* experiments were approved by the Animal Use and Care Committee of Eunice Kennedy Shriver National Institute of Child Health and Human Development (NICHD), U.S. National Institutes of Health (NIH). Wild-type *Xenopus tropicalis* were purchased from NASCO (Fort Atkinson, WI, USA). TRα (-/-) *Xenopus tropicalis* were generated by crossing TRα (+/-) male and female frogs [23]. Embryos were reared in 0.1 M Marc’s modified Ringers (MMR) in a 10 cm Petri dish for one day at 25 °C and then transferred to an 800 mL beaker for three days. Four days after fertilization, embryos were transferred into a large volume (9-L) container and housed under a 15 h light/9 h dark cycle. Tadpoles were staged according to the description for *Xenopus laevis* [43].

### 4.2. Chromatin Immunoprecipitation-Sequencing (ChIP-Seq) and ChIP-PCR Analysis

Tadpoles treated with 10 nM T3 for 18 h or without T3 treatment as the control were sacrificed, and the chromatin was isolated from the hind limb of at least five tadpoles per sample as described [33,44]. The hind limbs were placed in 1 mL of nuclei extraction buffer (0.5% Triton X-100, 10 mM Tris-HCl, pH 7.5, 3 mM CaCl2, 0.25 M sucrose, with the protease inhibitor tablet (Roche Applied Science, Complete, Mini, EDTA-free), 0.1 mM dithiothreitol in Dounce homogenizers on ice and crushed with 20–25 strokes by using pestle A (DWK Life Sciences (Kimble)). The homogenate was fixed in 1% formaldehyde with rotation at room temperature for 20 min before stopping the fixation with 0.1 M Tris-HCl, pH 9.5. The homogenate was then centrifuged at 2000× *g* at 4 °C for 2 min, and the pellet was resuspended in 1 mL of nuclei extraction buffer and re-homogenized in Dounce homogenizers with 10–15 strokes using pestle B. The homogenate was filtered through a Falcon 70-μm cell strainer and centrifuged at 2000× *g* at 4 °C for 2 min. The resulting pellet was resuspended in 200 μL of SDS lysis buffer (Merck Millipore Bioscience, Billerica, MA, USA) on ice, sonicated using the Bioruptor UCD-200 (Diagenode, Sparta, Greece). The output selector switch was set on High (H), and sonication was 1 h. The samples were next centrifuged at 16,000× *g* for 10 min at 4 °C. The chromatin in the supernatant was quantitated. The chromatin was adjusted to 100 ng DNA/μL by using the SDS lysis buffer and frozen in aliquots at −80 °C. Before analysis, chromatin DNA was diluted to 10 ng/μL with ChIP dilution buffer (Merck Millipore Bioscience). After preclearing with salmon sperm DNA/protein A-agarose (Merck Millipore Bioscience), input samples were taken, and 500 μL of each chromatin sample was added to a 1.5 mL tube with anti-TR antibody or anti-ID14 control antibody [45] and salmon sperm DNA/protein A-agarose beads. The mixture was incubated with rotation for 4 h at 4 °C. After incubation, chromatin immunoprecipitation assay was performed by using a ChIP Assay Kit (Merck Millipore Bioscience) according to the manufacturer’s instruction. The ChIP DNA was purified using the Nucleospin^®^ DNA extraction kit (Macherey–Nagel, Duren, Germany) and eluted with 40 μL of TE buffer. Then, the ChIP DNA was analyzed by qPCR with a TaqMan probe to determine the presence of the TRβ TRE region to confirm the sample quality. For high-throughput ChIP-seq, libraries were prepared from the immunoprecipitated DNA samples by DNA SMART™ ChIP-seq kit (Clontech/Takara Bio Co., Palo Alto, CA, USA). The constructed ChIP-seq libraries were sequenced on the Illumina HiSeq 2500 platform in the Molecular Genomics Core, NICHD, and three technical replicates from each sample were analyzed.

### 4.3. ChIP-Seq Data Processing

Raw sequencing data in FASTQ format were aligned to *X. tropicalis* genome assemblies (Xenbase v9.1) with Bowtie2 software (version 2-2.3.4.1), and redundant reads were removed from final bam files with Samtools software (version 1.9). Peak enrichments were detected with MACS2 software (version 2.1.1.20160309). The q value cutoff of 0.05 for each single bam file without control and said peaks was mapped to genes in *Xenopus_tropicalis*.JGI_4.2.90.gff3 annotation with customer R scripts. The raw read datasets for all ChIP-seq samples are available under Gene Expression Omnibus (GEO) accession number GSE193363.

### 4.4. Quantitative Real-Time PCR

Total RNA was extracted using RNeasy Plus Mini Kit (Qiagen, Valencia, CA, USA) from the hind limb of wild type and TRα (-/-) tadpoles treated with or without T3 for 18 h. Reverse transcription was carried out as described before [32]. The real-time quantitative RT-PCR (qRT-PCR) was performed in triplicates with the SYBR Green PCR MasterMix (Applied Biosystems, Foster City, CA, USA) on the Step One Plus Real-Time PCR System (Applied Biosystems) with gene-specific primers as reported [32]. The ribosomal protein L8 gene (rpl8) was analyzed as a control for normalization [46], and the gene expression analysis was performed at least twice, with similar results.

### 4.5. RNA-Sequencing (RNA-Seq) Analysis

Total RNA was extracted from the hind limb of wild type and TRα (-/-) tadpoles with or without T3 treatment for 18 h as described above. After mRNA purification using poly-T oligo-attached magnetic beads and chemically fragmentation, three cDNA libraries were generated from the same sample using the TruSeq RNA Sample Preparation Kit (Illumina, San Diego, CA, USA) as described [32]. Then, the libraries were sequenced on the Illumina HiSeq 2000 platform to obtain 100 nt paired-end reads in the Molecular Genomics Core, NICHD. The demultiplexed and adapter-removed short reads were mapped to Ensembl *Xenopus tropicalis* Genome (JGI 4.2) with STAR software (version 2.6.1c) and reads counts for each gene/exon were obtained with featureCounts tool of Subread software (version 1.6.3). R Bioconductor DESeq2 package [29] was used for gene differential expression analysis. The raw read datasets for all RNA-seq samples are available under GEO accession number GSE193364.

### 4.6. GO and Pathway Analysis

To study the potential biological significance of the changes observed in the RNA-seq and ChIP-seq, we performed pathway and gene ontological analysis by MetaCore software (GeneGo Inc., Encinitas, CA, USA). Using the gene symbol of detected genes in RNA-seq and ChIP-seq, we uploaded the list of genes in human gene names to the MetaCore software. Then we performed GO and pathway analysis by “Pathway Maps”, “Map Folders”, and “GO Processes” in the One-click Analysis tab or “Compare Experiments” in the Workflows&Reports tab.

### 4.7. Statistical Analysis

The results were analyzed using the 4-Step Excel Statistics software (OMS Publishing Inc., Tokorozawa, Saitama, Japan) and Prism 8 statistics software (GraphPad Software Inc., San Diego, CA, USA).

## Figures and Tables

**Figure 1:**
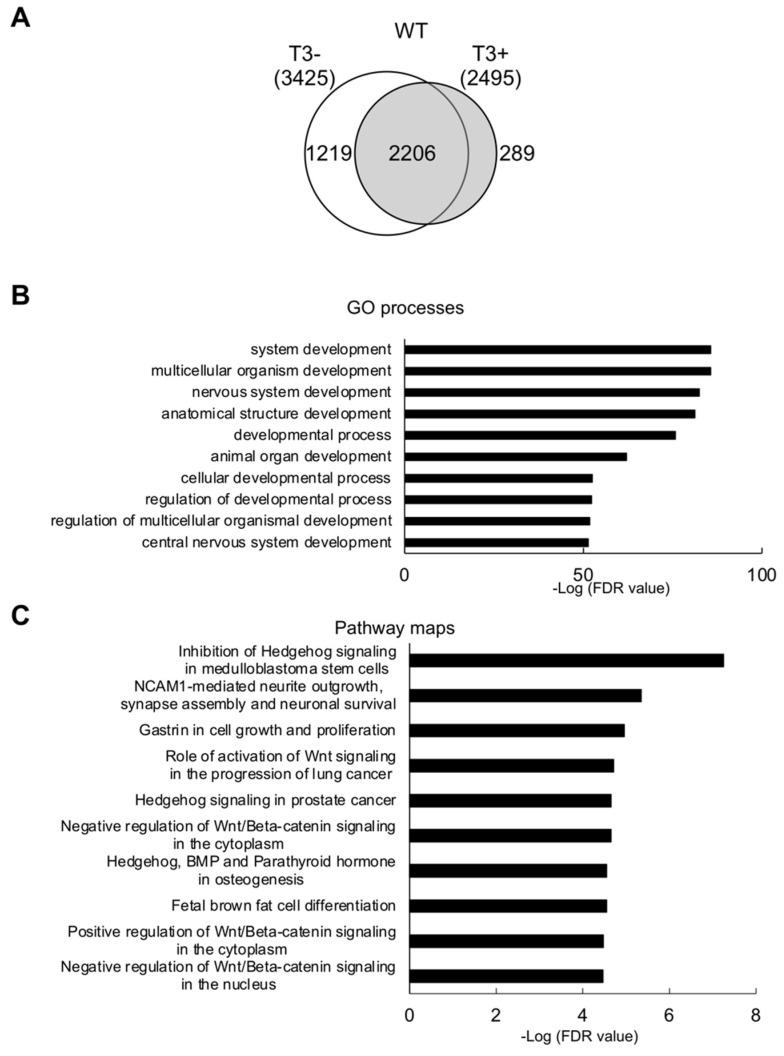
GO terms and biological pathways related to development, Hedgehog, or Wnt signaling are enriched among TR-bound genes in the hind limb. (**A**) Venn diagrams comparing TR-bound genes identified by ChIP-seq in the hind limb of premetamorphic wild-type tadpoles without and with T3 treatment reveal 2206 genes constitutively bound by TR. (**B**) Top 10 enriched GO terms related to development. The GO terms enriched among genes bound by TR in wild-type hind limb were ranked based on FDR value. The most significant GO terms related to development are shown here. (**C**) Top 10 enriched pathways related to cell cycle and development. The biological pathways enriched among genes bound by TR in wild-type hind limb were ranked based on FDR value. Note that most of the pathways are related to Hedgehog or Wnt signaling.

**Figure 2:**
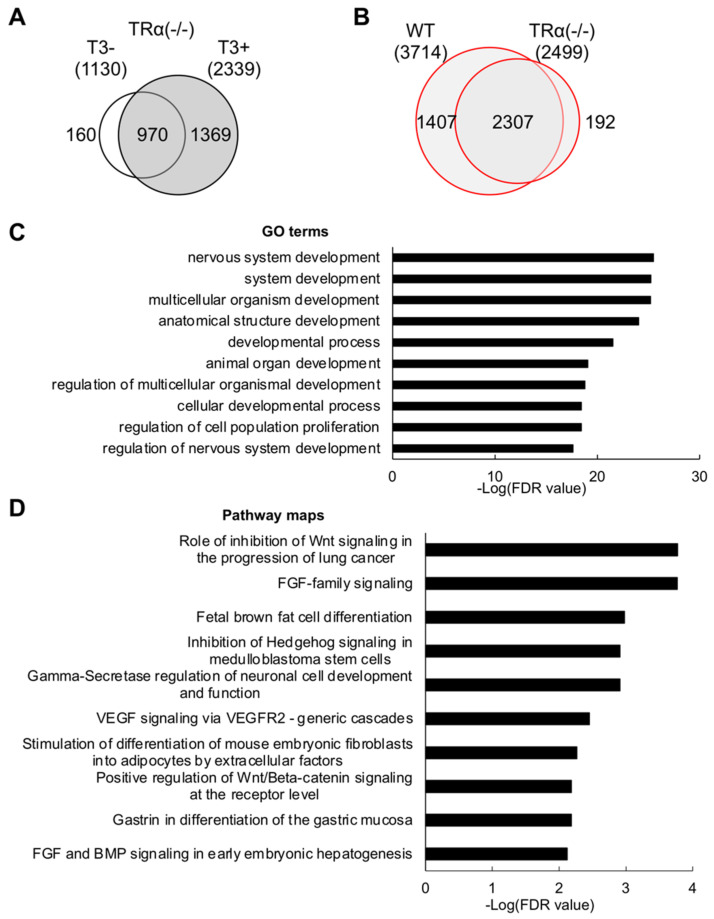
GO terms and biological pathways related to development, Hedgehog, or Wnt signaling are enriched among TR target genes bound by TR in wild type but not in TRα knockout hind limb. (**A**) Venn diagram of TR target genes identified by ChIP-seq in TRα (-/-) hind limb without and with T3 treatment. Note that, as in wild-type hind limb (Figure 1A), most genes were bound by TR constitutively. (**B**) Venn diagram comparison of all genes detected by ChIP-seq in wild type (WT) and TRα (-/-) hind limb. Of the 3714 TR target genes in wild-type hind limb, nearly 62% or 2307 genes were bound by TR in TRα (-/-) hind limb, presumably by TRβ. (**C**) GO analyses were performed using MetaCore software on the 1407 genes bound by TR in wild type but not TRα (-/-) hind limb. The top 10 most significant GO terms related to cell cycle and development were plotted here. (**D**) The pathways enriched among the 1407 genes bound by TR in wild type but not TRα (-/-) hind limb included those related to the development and Wnt signaling. The top 10 most significant pathways were plotted here.

**Figure 3:**
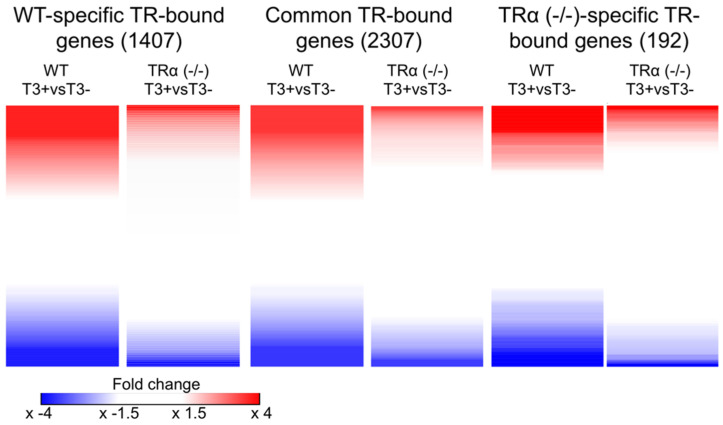
TRα knockout drastically reduces T3 regulation of TR-bound genes. Heatmap showing the fold changes by T3 treatment in the expression of TR-bound genes detected by ChIP-seq in only the wild-type hind limb (**left**), both wild type and TRα (-/-) hind limb (**middle**), or only TRα (-/-) hind limb (**right**). RNA samples were isolated from wild type and TRα (-/-) hind limb with and without 18 h T3 treatment and subjected to RNA-seq analyses. Note that a much higher fraction of the genes in each of the three classes of TR-bound genes were upregulated (**red**) or downregulated (**blue**) by T3 in the wild-type animal hind limb. In addition, TRα knockout reduced the magnitudes of T3-regulation, i.e., leading to lighter red or blue, for individual genes in the knockout hind limb, suggesting that TRα (-/-) is important for gene regulation by T3. Note that the blank regions between the red and blue areas were genes whose expression has no or little change after T3 treatment of wild type or TRα knockout animals. The color range shows fold changes, with the darkest red or blue colors showing 4-fold changes or more for the individual genes.

**Figure 4:**
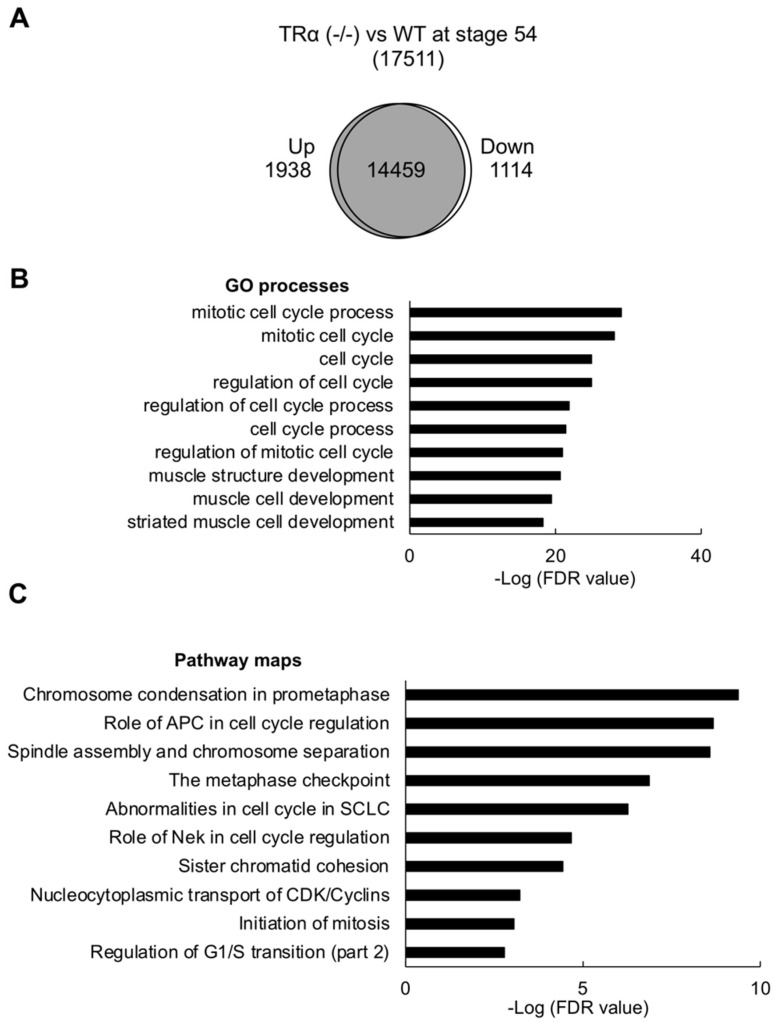
Expression of cell cycle and development-related genes are repressed by TRα in the hind limb before metamorphosis. (**A**) Venn diagram analysis for genes up or downregulated by 2-fold or more due to TRα knockout. Genes whose expression levels in the hind limbs of stage 54 tadpoles differed by 2-fold or more between wild type and TRα knockout were shown as wild type- or TRα (-/-)-specific. Note that 1938 genes were upregulated (derepressed), and 1114 genes were downregulated when comparing the expression in TRα knockout hind limb with that in the wild-type hind limb at stage 54. (**B**,**C**) Many GO terms and biological pathways related to cell cycle and development are enriched among genes upregulated (derepressed) due to knocking out TRα. GO and pathway analyses were performed on the 1938 genes upregulated (derepressed) in TRα knockout hind limb compared to the wild-type hind limb. The enriched GO terms or pathways were sorted by FDR value, and the ten most significant GO terms related to cell cycle and development (**B**) or the ten most enriched cell cycle pathways (**C**) were plotted here.

**Figure 5:**
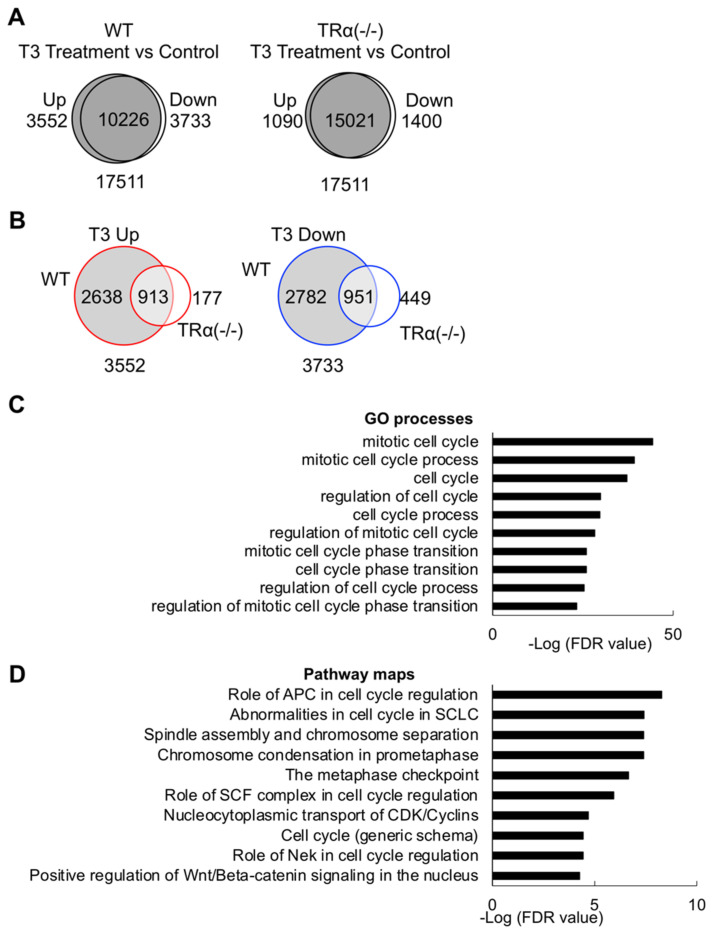
GO terms and biological pathways related to the cell cycle are highly enriched among genes whose regulation by T3 in the hind limb is abolished by TRα knockout. (**A**) Venn diagram analysis for genes upregulated or downregulated by T3 in wild type (WT, Left) and TRα (-/-) (Right) hind limb (two-fold or more and padj <0.05). Genes whose expression levels in the T3 treated vs. control hind limb differ by 2-fold or more for either wild type (WT) or TRα knockout (TRα (-/-)) tadpoles were shown as up or downregulated genes, respectively, for each genotype, while the rest of genes are shown as common. Note that many more genes were up- or downregulated by T3 in the WT compared to TRα knockout tadpoles. (**B**) Venn diagram comparison of T3 upregulated (left) or downregulated (right) genes in WT hind limb to those in TRα (-/-) hind limb reveals 2638 and 2782 genes are up- or downregulated by T3 only in WT, respectively (i.e., TRα-dependent T3 target genes). Note that most genes regulated by T3 in the TRα (-/-) hind limb were also regulated by T3 in the WT hind limb, while most genes regulated by T3 in the WT hind limb were not regulated by T3 in TRα (-/-) hind limb, indicating a major role of TRα in gene regulation by T3 in the hind limb. (**C**,**D**) Cell cycle-related GO terms (**C**) and biological pathways (**D**) are highly enriched among genes upregulated by T3 only in the WT hind limb. GO and pathway analyses were performed on the 2638 genes upregulated by T3 only in the WT hind limb. The enriched GO terms and biological pathways were sorted by FDR value. The top ten enriched cell cycle-related GO terms (**C**) and pathways (**D**) are shown here.

**Figure 6:**
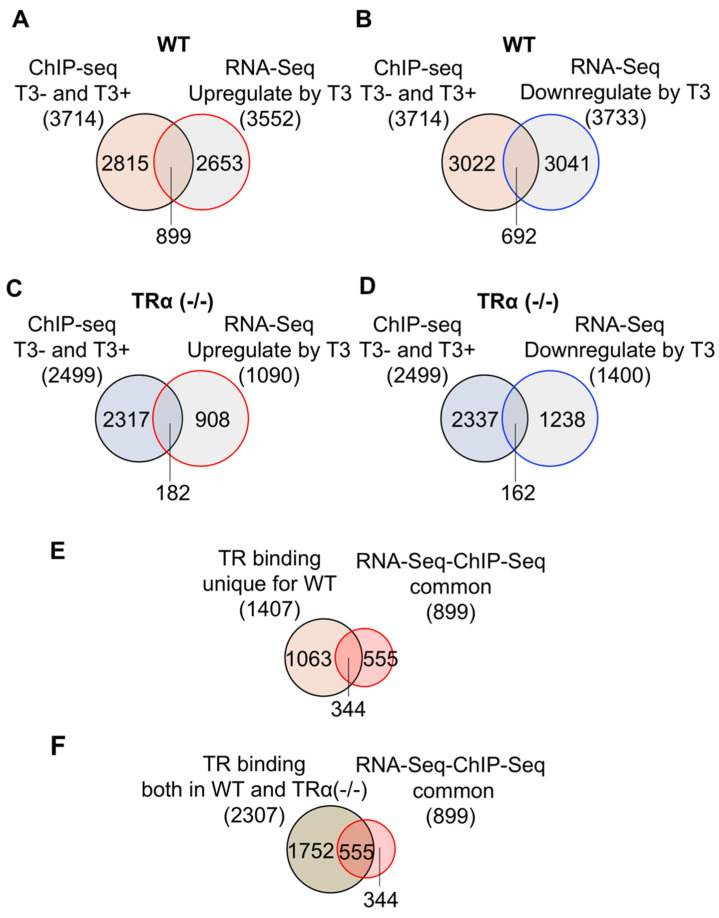
A higher fraction of TR-bound genes is regulated in the hind limb of wild-type tadpoles by T3 treatment than those in TRα (-/-) tadpoles. (**A**) Venn diagram showing the overlap between TR-bound genes identified by ChIP-Seq in WT hind limb and T3-upregulated genes in WT hind limb. Of the 3714 TR-bound genes identified by ChIP-seq, 24% were shown as the T3-upregulated genes. Conversely, 25% of the T3-upregulated genes were found to be TR-bound. (**B**) Venn diagram showing the overlap between the TR-bound genes identified by ChIP-seq in WT hind limb and T3-downregulated genes in WT hind limb. Of the 3714 TR-bound genes identified by ChIP-seq, 19% were shown as the T3-downregulated genes. Conversely, 19% of the T3-downregulated genes were found to be TR-bound. (**C**) Venn diagram showing the overlap between TR-bound genes identified by ChIP-seq in TRα (-/-) hind limb and T3-upregulated genes in the TRα (-/-) hind limb. Of the 2499 TR-bound genes identified by ChIP-seq, 7% were shown as T3-upregulated genes. Conversely, 17% of the T3-upregulated genes were found to be TR-bound. (**D**) Venn diagram showing the overlap between the TR-bound genes identified by ChIP-seq in TRα (-/-) hind limb and T3-downregulated genes in TRα (-/-) hind limb. Of the 2499 TR-bound genes identified by ChIP-seq, 7% were shown as T3-downregulated genes. Conversely, 12% of the T3-downregulated genes were found to be TR-bound. (**E**) Venn diagram comparison of the 1407 genes bound by TR only in wild-type hind limb to the 899 genes upregulated by T3 and bound by TR in the WT hind limb. Note that 24% of the genes bound by TR only in wild-type hind limb were upregulated by T3, similar to the percentage of upregulated genes among all genes bound by TR in WT hind limb (**A**). (**F**) Venn diagram comparison between 2307 genes bound by TR in both wild type and TRα (-/-) hind limb and the 899 genes upregulated by T3 and bound by TR in WT hind limb. Note that 24% of the genes bound by TR in both wild type and TRα (-/-) hind limb were upregulated by T3, similar to the percentage of upregulated genes among all genes bound by TR in WT hind limb (**A**). Thus, the data in A, E, F indicate that genes bound by TR in either wild type only or both wild type and TRα (-/-) hind limb are similarly regulated by T3 treatment of wild type premetamorphic tadpoles.

**Figure 7:**
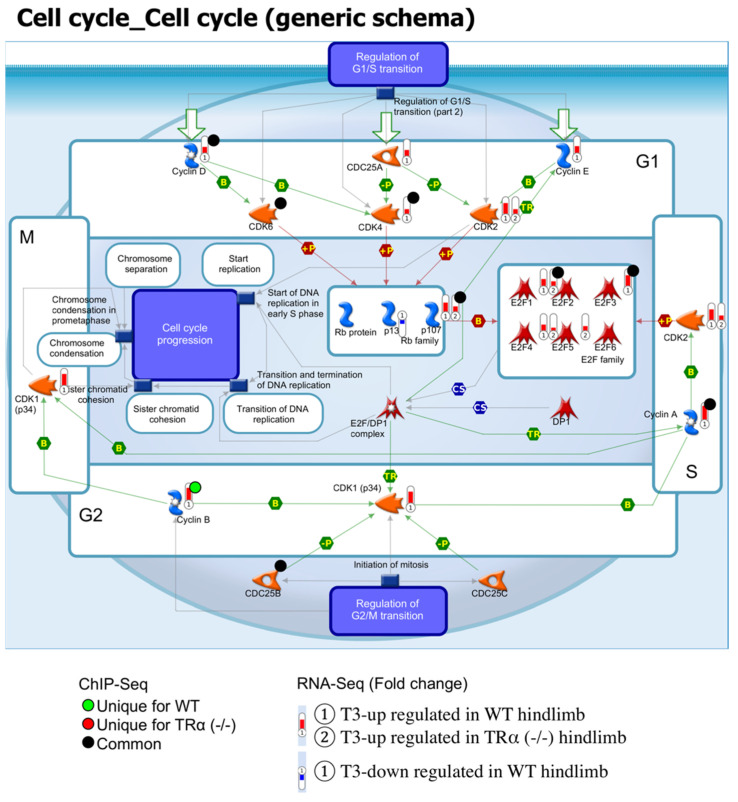
TR-binding and regulation of genes in the cell cycle pathway in hind limb based on ChIP-seq and RNA-seq data. The pathway for the generic schema of the cell cycle was visualized with regard to genes regulated by T3, based on RNA-seq, or bound by TR based on ChIP-seq. The arrows show functional interaction: green for activation. The red histograms labeled ① and ② show the genes upregulated by T3 in the hind limb of wild-type and TRα (-/-) tadpoles, respectively. The blue histogram labeled ① show the genes that were downregulated by T3 in wild type tadpoles. Green circles indicate genes bound by TR uniquely in wild type hind limb without or with T3 treatment. Red circles indicate genes bound by TR uniquely in TRα (-/-) hind limb without or with T3 treatment. The black circle indicates genes bound by TR in both wild type and TRα (-/-) hind limb. Note that most of the genes in the cell cycle pathway that were upregulated by T3 and bound by TR in wild type hind limb were not regulated by T3 in TRα (-/-) hind limb, suggesting that TRα plays an important role in mediating T3 regulation of this pathway during hind limb metamorphosis.

**Figure 8:**
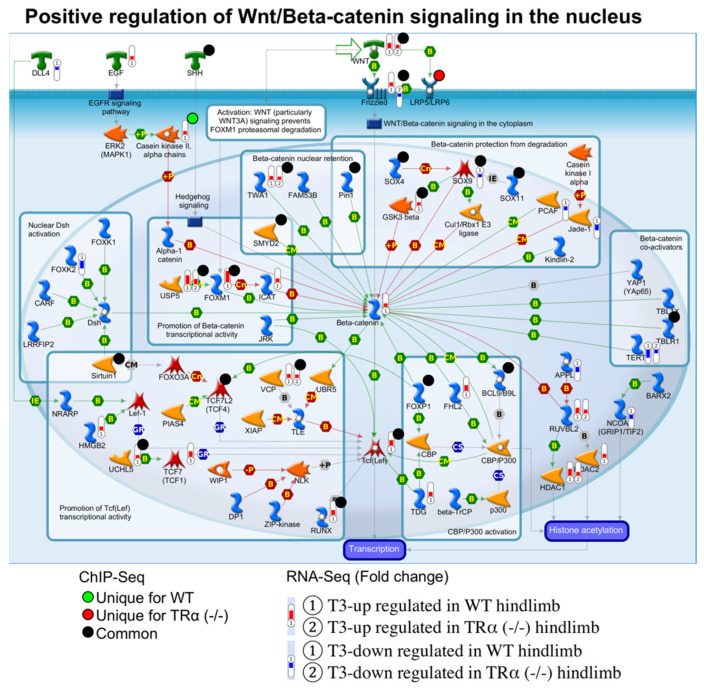
TR-binding and regulation of genes in the pathway for positive regulation of Wnt/Beta-catenin signaling in the nucleus based on ChIP-seq and RNA-seq data. The pathway for positive regulation of Wnt/Beta-catenin signaling was visualized with regard to genes regulated by T3 based on RNA-seq or bound by TR based on ChIP-seq. The arrows show functional interaction: green for activation. The red histograms labeled ① and ② show the genes upregulated by T3 in the wild-type- and TRα (-/-)- hind limb, respectively. The blue histograms labeled ① and ② show the genes that were downregulated by T3 in wild-type and TRα (-/-) hind limb, respectively. Green circles indicate genes bound by TR uniquely in wild type hind limb without or with T3 treatment. Red circles indicate genes bound by TR uniquely in TRα (-/-) hind limb without or with T3 treatment. The black circle indicates genes bound by TR in both wild type and TRα (-/-) hind limb. Note that like the cycle pathway in Figure 7, most of the genes in the Wnt signaling pathway that were upregulated by T3 and bound by TR in wild type hind limb were not regulated by T3 in TRα (-/-) hind limb, suggesting that TRα plays an important role in mediating T3 regulation of this pathway during hind limb metamorphosis.

## Data Availability

The ChIP-seq and the RNA-seq data used in this study are publicly available in the GEO database (GSE1933643 and GSE193364).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23031223/s1.

How the deposited data were processed for this re-analysis (not part of the article)

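TR binding was measured by ChIP-seq in stage 54 hind limb of wild-type and TRα (-/-) tadpoles without T3 or with 10 nM T3 for 18 h. The 12 libraries comprise 3 technical replicates for each of 4 conditions, and sample conditions and replicate numbers were taken from the sample labels and the paper's methods. The authors aligned reads to the Xenbase v9.1 genome with Bowtie2, removed redundant reads with Samtools and called peaks with MACS2 on each library without a control, with the q value cutoff of 0.05 that the file headers repeat. The deposited values of each peak are its position, the summit pileup (a signal, in fragments, not normalized between libraries), the −log10 of its p-value and q-value, and its fold enrichment, a ratio over the local background, all as the authors' peak caller gave them. These values were used only to describe, rank or filter peaks within a list. The fragments after filtering, which the authors' headers give, served as the depth. The lists carry 329457 peaks in all. No 2 lists were identical, and no 2 peaks of one list overlapped.

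Peaks of the 12 libraries that shared at least 1 bp were merged into regions with Python 3.11.15 scripts (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1). A region counted as bound in a condition with a peak in at least 2 of 3 libraries; the paper's text does not name its rule for combining libraries. Peaks per library and regions per library were compared by exact two-sided permutation of the difference of means, for which 3 libraries against 3 give no p below 0.1. The difference between genotypes in the T3 effect was tested over all 400 arrangements of genotype within treatment, and the similarity of peak sets (base-pair Jaccard index) over the same arrangements. Replicate numbers, from the sample labels, were also used as a block in an exact sign-flip test. Same-numbered libraries are different chromatin samples in different conditions. The mean correlation of their deviations was 0.637 for peak number and 0.814 for fragments, and the file headers number the libraries of replicate 3 apart from those of replicates 1 and 2. Chance overlap was estimated with 20 circular shifts per condition, and 5 per library and pileup class. Correlations with depth used 100000 permutations. Regions called in all 6 libraries of one genotype and in none of the other were compared with 100 other splits of the libraries drawn at random, and also with splits that place 2 libraries of each replicate number on each side (100 of 108, the real one included). The merging and counting were tested on simulated lists with 3000 shared and 200 wild-type-only regions among 32941 regions of 1 library, and 3000 and 200 were recovered.

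The choices, tests and most alternatives were set before the data were examined. The alternatives were a q value below 0.01 or 0.001, peaks closer than 500 bp merged, fold enrichment of at least 4, 1 or all 3 libraries required, 50% of a region covered, the same number of peaks (4645) in every library, the replicate block, and each library left out. A summit pileup of at least 4 fragments, and Jaccard comparisons without same-numbered pairs and with the replicate block, were added after seeing the data. Regions named in the text are the 3 with the best q value rank among those specific to a genotype, as set beforehand, and, chosen after their values were seen, 3 strong peaks of one library and regions near the best-ranked one on chromosome 8.

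The spread between libraries is technical, and depth ranged from 834029 to 6119057 fragments per library. A region without a peak is one not detected at that depth. Peaks were not assigned to genes, because no annotation of the v9.1 genome was used here. Gene counts, the cell cycle and Wnt map genes, named genes and the TRE motif were for that reason not analysed here, nor were the RNA-seq data.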

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

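The comparisons with other splits, with the deepest libraries and with equally ranked regions were set before their results were seen; the strong peaks of 1 library and the regions around the first one on chromosome 8 were singled out after their values were seen.

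The paper reports TR binding by gene. By region, a count the paper does not give, 43 had a peak in all 6 wild-type libraries and in no TRα (-/-) library, against 0 the other way round. The reverse count needs a peak in TRα (-/-) without T3 replicate 2, which had only 4645 peaks, so it was held low. Only 1913 regions had a peak in all 6 TRα (-/-) libraries, against 5136 in all 6 wild-type libraries. With replicate 2 left out everywhere, the counts were 173 and 11. Whether the 3 of the 43 regions with the best rank by q value lie in genes the paper names or lists was not analysed here. The first lies on chromosome 8 of the v9.1 genome from 97780565 to 97780793, with summit pileups of 15 to 95 fragments in the wild-type libraries. The second lies on chromosome 5 from 146366180 to 146366387, with 22 to 64 fragments. The third lies on chromosome 1 from 4488329 to 4488978, with 7 to 26 fragments. The lowest pileup of each is above the 5 fragments that were the highest minimum of any list. Of 100 splits that placed 2 libraries of each replicate number on each side, 1, the real one, gave as many regions, and the largest count among the others was 18. None of 100 other splits of any kind reached 43 (largest 30). Most splits of either kind part libraries of one chromatin sample, which can lower their counts. They thus do not measure how unusual a grouping of whole samples by genotype is. The split by treatment, which keeps each sample whole, gave 2 regions. Depth could contribute, since the 6 deepest libraries, 4 of them wild type, were parted from the other 6 by 30 regions, fewer than 43 but not few. Of the 1574 other regions that ranked at least as high as the third in the wild-type lists, 65.2% had a peak in all 6 TRα (-/-) libraries, so a miss in some of these libraries was common at this rank, and the comparison does not settle the part of depth. Each of the 3 regions had a peak in wild type with T3 replicate 1, which held 1055706 fragments, and none in the 4 TRα (-/-) libraries with more fragments (1597734, 1832197, 2851627 and 3000220). Total depth alone thus does not account for their absence from those 4, and a difference in enrichment between libraries was not tested. A strain or clutch variant against the reference, which would remove alignable sequence in one genotype, was not tested directly. The fourth region by rank, chosen after its values were seen, lies near the first on chromosome 8, from 97788263 to 97788631, with 6 to 32 fragments. Between the 2, a region from 97786507 to 97786695 had a peak in 1 TRα (-/-) library, and beyond them the regions from 97806133 to 97807398 and from 97813504 to 97814069 had a peak in all 12 libraries. A loss of sequence in TRα (-/-) reaching that far is thus not what the lists show, while a shorter one is left open. Loss of TRα binding was not tested either, since the design gives no second line of knockout animals.

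The library of TRα (-/-) without T3 replicate 2 held strong peaks that other libraries lacked. Among its 100 peaks with the highest pileup, 7 were absent elsewhere or under percentile 90 by pileup in every other list, and 4 of these had no peak in any other library. The corresponding number was 2 for wild type without T3 replicate 1, 1 for TRα (-/-) with T3 replicate 2 and 0 for the other 9 libraries. The 3 strongest of the 7 lie on chromosome 9 from 5831668 to 5832057 with a pileup of 1114 fragments, on chromosome 5 from 138697604 to 138697860 with 832 fragments and on chromosome 8 from 115995061 to 115995269 with 469 fragments. The first and the third had no peak in any other library, and the second had a peak in 6 others. The 3 libraries of this condition come from one sample, so the pattern belongs to a library and no biological explanation was tested.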

How the results depend on the processing

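The alternatives with a pileup of at least 4 fragments and with same-numbered pairs left out of the Jaccard comparisons were chosen after seeing the data; all other alternatives were set before the data were examined. In all, 294 alternative values were computed for 28 results. Gene-level counts and shares with their alternatives (gene body only, 1 library and others), the map genes, the named genes and the TRE motif were not run.

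The excess of wild type over TRα (-/-) in peaks per library kept its direction under each alternative in both treatments, and so did the rise with T3 in TRα (-/-). None of these tests can fall below 0.1 with 3 libraries against 3, so the p-values show no stability. The mean differences were 12736 peaks for T3 in wild type, 15888 for T3 in TRα (-/-), 10891 for genotype without T3 and 7738 with T3. The replicate block cannot move them, because each replicate number occurs once in each condition, so it shows no stability of their size. The exact sign-flip test gave p = 0.25 in each, the smallest that 3 pairs allow. For regions per library the paired differences were 12899, 15751, 10441 and 7590, with the same p.

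The rise with T3 in wild type reversed under 3 filters, to -2018 peaks at a q value below 0.001 (exact permutation test, p = 0.4), to -1547 with fold enrichment of at least 4 (p = 0.9 in the exact test) and to -2736 with a pileup of at least 4 fragments (p = 0.7), a filter that removed no peak from the 2 deepest libraries. In regions per library it was -8.33 with the same number of peaks in every library, a setting that nearly fixes this value. The difference between genotypes in the T3 effect lay between -6139 and 1952 peaks across the 12 fits that each left out one library, and its sign reversed in some of them. The genotype difference in Jaccard index had p = 0.06 at a q value below 0.01 (difference 0.0255), and the treatment difference p = 0.11 (difference 0.0126), by exact permutation. With T3, the genotype difference in Jaccard index reversed to 0.00603 with the same number of peaks. With same-numbered pairs left out and the replicate block, it reversed to 0.00228 (exact permutation test, p = 0.25), and over both treatments the differences were 0.0265 for genotype and 0.0198 for treatment (p = 0.0625 each). These p-values are the smallest the block allows, so they show neither a weaker nor a stable effect. The cause of these changes was not tested.

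Counts of bound regions moved with the number of libraries required and with the number of peaks taken from each library. They are listed as wild type without T3, with T3, either and both, then TRα (-/-) in the same order, then wild type only, both genotypes and TRα (-/-) only. With 1 library sufficient they were 49356, 93704, 123286 and 19774, then 33517, 72495, 92204 and 13808, then 96955, 26331 and 65873. With all 3 libraries required they were 9495, 6177, 10536 and 5136, then 2379, 5785, 6251 and 1913, then 5127, 5409 and 842. With the same number of peaks in every library they were 4252, 3535, 4894 and 2893, then 3304, 3669, 4671 and 2302, then 1401, 3493 and 1178. At a q value below 0.001, wild type with T3 fell to 7762 and both treatments to 6644, and TRα (-/-) to 4913, 7724, 8804 and 3833, with 1338 TRα (-/-) only. With 50% of a region covered, wild type with T3 fell to 8054 and both treatments to 5496, TRα (-/-) to 3956, 7763, 8888 and 2831, and both genotypes to 6363. With a pileup of at least 4 fragments, TRα (-/-)-only regions fell to 1820. The share of wild-type-bound regions not bound in TRα (-/-) was 78.6% with 1 library, 48.7% with all 3, 41.0% at a q value below 0.01, 28.6% with the same number of peaks and 52.5% with 50% covered, and stayed within its interval at a q value below 0.001 (42.3%). The cause was not tested.

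Leaving out a library while still requiring 2 can only lower the count of its own condition. Across those fits, wild type with T3 lay between 7671 and 9704 regions, wild type under both treatments between 6500 and 8739, TRα (-/-) without T3 between 2522 and 6760, TRα (-/-) with T3 between 7070 and 9244, TRα (-/-) under both treatments between 2325 and 5416 and TRα (-/-) only between 1471 and 3712. The wild-type-only share lay between 36.8 and 54.3%. TRα (-/-) with T3 was thus below the 7485 regions of TRα (-/-) without T3 in one of these fits (7070). With replicate 2 left out under both treatments, it was above by 7609 to 6760. Wild type without T3 lay between 10863 and 12133 regions, below the 13521 regions of wild type with T3 in all 3 fits. With replicate 2 left out under both treatments, wild type without T3 was above by 11847 to 8500.

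Regions in all libraries of one genotype and none of the other numbered 10 for wild type and 2 for TRα (-/-) with the same number of peaks, and with one replicate number left out between 173 and 219 for wild type and between 3 and 11 for TRα (-/-), a setting that asks for fewer libraries. The number of regions a library shared with others was higher in deeper libraries (Spearman correlation 0.839), but the 12 libraries are not independent and depth differed between conditions, so the effect of depth on the counts was not separated from that of condition.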

Differences from the paper's values

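The paper's share of wild-type TR-bound genes not bound in TRα (-/-) hind limb is 37.9%, and the share of regions here was 42.0%; genes and regions are different features, and the values lie within 1.5 times of each other. Of the alternatives that were set before the data were examined and computed for this share, only 1 library sufficing (78.6%) left that range. Leaving out a single library gave 36.8 to 54.3%, with 37.8% without wild type without T3 replicate 2.

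The paper describes most TR-bound genes of TRα (-/-) hind limb as common to both treatments. By the gene numbers it gives in the same place, the common genes are a majority of those bound without T3 and a minority of all TRα (-/-)-bound genes, and the regions had the same order. In regions, 42.0% of those bound in TRα (-/-) hind limb were bound under both treatments. The share was below 50% with 1 library (15.0%), with all 3 libraries (30.6%), at a q value below 0.01 (43.2%) or 0.001 (43.5%), with 50% of a region covered (31.9%) and with the same number of peaks (49.3%). With single TRα (-/-) libraries left out, the share lay between 18.5 and 45.9%. As a share of the regions bound without T3, the regions bound under both treatments were 78.5%, and 57.1 to 92.2% with single libraries left out.

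The paper's Figure 1A shows fewer TR-bound genes in wild-type hind limb with T3 than without. Bound regions had the same order with 2 libraries required (13521 against 15853). Leaving out any single library without T3, which can only lower the number without T3, reversed the order (12133, 11847 or 10863 against 13521). With replicate 2 left out under both treatments the order was kept, with 8500 regions with T3 and 11847 without. Peaks per library were higher with T3 (38480 against 25744), and so were regions with 1 library sufficient (93704 against 49356).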

Other observations

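The comparison of bound regions between treatments and the filter on pileup were chosen only after the result was seen; the test on replicates 1 and 3 and the test on 2-fragment peaks were set before their results were seen.

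Wild type had more bound regions than TRα (-/-), and its libraries without T3 were deeper. With T3, where mean depth was 0.923 times that of TRα (-/-), the ratio of bound regions was 1.09, against 2.12 without T3, where mean depth was 2.46 times that of TRα (-/-). This is consistent with depth as a contributor. The paper describes TRβ as a gene induced by T3, and more TRβ in T3-treated TRα (-/-) limb would narrow the ratio as well, so the design does not tell the 2 explanations apart. Leaving out single libraries, which lowers only the count of that library's condition, moved the ratio with T3 between 0.621 and 1.91. With replicate 2 left out in both genotypes, the ratio with T3 was 1.12. The weak library, replicate 2 without T3, is not the only source of the genotype difference without T3, because regions called in both replicates 1 and 3 without T3 numbered 11847 in wild type and 6760 in TRα (-/-), a ratio of 1.75. In the pair without T3 closest in depth, wild type replicate 1 (3080104 fragments) had 29582 peaks and TRα (-/-) replicate 3 (3000220 fragments) had 20827, a comparison of 2 libraries with no replicate check. Part of this gap lies in the lowest summit pileup called, 3 fragments in the wild-type library and 4 in the other. With only peaks of at least 4 fragments, the numbers were 23557 and 20827. At a q value below 0.001 they were 14364 and 12689.

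In wild type, libraries with T3 had more peaks than libraries without T3, although fewer regions were bound with a peak required in 2 of 3 libraries. With peaks of 2 or 3 fragments left out, the difference in mean peaks was -2736. Pileup is not normalized for depth, and this filter removed no peak from wild type without T3 replicates 2 and 3 while it took wild type with T3 replicate 1 from 42421 to 11572 peaks. Whether weak peaks account for the excess cannot be told from it. MACS2 accepted 2 fragments as a peak in replicate 1 of both T3-treated conditions, and TRα (-/-) without T3 replicate 2, with 834029 fragments, had no peak under 3 fragments and 4645 peaks in all.

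Most regions had a peak in 1 library. Of 40244 peaks with a summit of 2 fragments, all in 2 libraries, a median of 6.69% per library were overlapped by another library of the condition. After circular shifts it was 3.23%. Overlap was thus above that of shifted positions, though most of these peaks had none within the condition. Shifts do not hold peaks to sequence where reads can align, and there was no control library, so chance pile-ups are not excluded. For peaks of 10 fragments or more, the median share was 93.1% against 4.24% after shifts.

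The mean fragment length that MACS2 reported was longer in TRα (-/-) than in the same-numbered wild-type library of the same treatment in 6 of 6 pairs, by 4 to 33 bp. The mean difference was 23.2 bp (exact permutation of genotype within treatment, p = 0.04; exact sign-flip test of the pairs, p = 0.0312). The libraries of a condition share one chromatin sample, so the difference is between samples.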
